# Identification of exosome-like nanoparticle-derived microRNAs from 11 edible fruits and vegetables

**DOI:** 10.7717/peerj.5186

**Published:** 2018-07-31

**Authors:** Juan Xiao, Siyuan Feng, Xun Wang, Keren Long, Yi Luo, Yuhao Wang, Jideng Ma, Qianzi Tang, Long Jin, Xuewei Li, Mingzhou Li

**Keywords:** Exosome-like nanoparticles, Cross-kingdom, miRNAs expression profile, Illumina sequencing, miRNA expression profile

## Abstract

Edible plant-derived exosome-like nanoparticles (EPDELNs) are novel naturally occurring plant ultrastructures that are structurally similar to exosomes. Many EPDELNs have anti-inflammatory properties. MicroRNAs (miRNAs) play a critical role in mediating physiological and pathological processes in animals and plants. Although miRNAs can be selectively encapsulated in extracellular vesicles, little is known about their expression and function in EPDELNs. In this study, we isolated nanovesicles from 11 edible fruits and vegetables and subjected the corresponding EPDELN small RNA libraries to Illumina sequencing. We identified a total of 418 miRNAs—32 to 127 per species—from the 11 EPDELN samples. Target prediction and functional analyses revealed that highly expressed miRNAs were closely associated with the inflammatory response and cancer-related pathways. The 418 miRNAs could be divided into three classes according to their EPDELN distributions: 26 “frequent” miRNAs (FMs), 39 “moderately present” miRNAs (MPMs), and 353 “rare” miRNAs (RMs). FMs were represented by fewer miRNA species than RMs but had a significantly higher cumulative expression level. Taken together, our *in vitro* results indicate that miRNAs in EPDELNs have the potential to regulate human mRNA.

## Introduction

Exosomes are small (30–100 nm) membranous nanovesicles secreted by a variety of mammalian cells (Bang & Thum, 2012; Denzer et al., 2000). These mRNA- and microRNA-rich microvesicles can be transferred into neighboring or distant cells and play an important role in intercellular communication (Redis et al., 2012; Théry, Zitvogel & Amigorena, 2002; Valadi et al., 2007). In recent years, plant-derived exosome-like nanoparticles (ELNs) have also been characterized and shown to have structures similar to those of mammalian exosomes (Mu et al., 2014; Zhang et al., 2016). Additionally, accumulating evidence suggests that edible plant-derived ELNs (EPDELNs) can be absorbed in the mammalian gastrointestinal (GI) tract and have the potential to mediate plant–animal intercellular communication (Ju et al., 2013; Mu et al., 2014; Raimondo et al., 2015; Wang et al., 2014; Wang et al., 2015; Zhuang et al., 2015). For example, nanoparticles from four edible plants (grape, grapefruit, ginger, and carrot) have anti-inflammatory properties and help maintain intestinal homeostasis (Mu et al., 2014). Furthermore, ginger-derived nanoparticles can protect against the development of liver-related diseases such as alcohol-induced damage (Zhuang et al., 2015). Moreover, Ju et al. (2013) have demonstrated that grape exosome-like nanoparticles can be assimilated by mouse intestinal stem cells and promote intestinal stem cell proliferation through the Wnt/*β*-catenin pathway.

MicroRNAs (miRNAs) are a class of small (18–24 nt) noncoding RNAs that play important roles in post-transcriptional gene regulation in animals and plants (Bartel, 2004; Chen, 2012). These single-stranded molecules impact on fundamental biological processes, including proliferation, differentiation, immune responses, and metabolism (Bartel, 2004; Khan et al., 2011; Luo, Guo & Li, 2013; Waldron & Newbury, 2012; Xiao & Rajewsky, 2009). The abnormal expression of miRNAs is related to multiple diseases (Calin & Croce, 2006; Lu et al., 2005). Zhang et al. (2012a) were the first to report that plant-derived miRNAs can penetrate the mammalian GI tract and enter the serum. They also found that plant-derived MIR-168a can bind to the mRNA of low-density-lipoprotein receptor adapter protein 1 (LDLRAP1) to inhibit its expression in the liver and decrease LDL removal. However, controversy exists regarding cross-kingdom regulation by plant miRNAs (Dickinson et al., 2013; Snow et al., 2013), with some researchers suggesting that their existence in animal blood and tissues reflects sample contamination or nonfunctional ingestion (Snow et al., 2013; Zhang et al., 2012b). Nevertheless, subsequent studies support the view that diet-derived plant miRNAs are present in blood (Liang et al., 2015; Luo et al., 2017) and tissue (Luo et al., 2017) and can regulate endogenous gene expression in animals (Zhu et al., 2017).

Our previous study showed that maize-derived miRNAs can exist in the bloodstream and solid tissues of pigs, and can potentially target porcine mRNAs (Luo et al., 2017). Intriguingly, Zhu et al. (2017) recently reported a previously uncharacterized function of plant miRNAs in the fine-tuning of honeybee caste development. Although these results suggest that plant miRNAs can mediate cross-kingdom regulation, miRNAs encapsulated in EPDELNs remain to be identified. Therefore, in this study, EPDELNs were isolated from 11 edible plants, and their miRNAs were subjected to expression profiling by small-RNA sequencing. To reveal the potential roles of miRNAs in EPDELNs, we used *in silico* analysis and a dual-luciferase reporter assay to predict and validate relationships between EPDELNs miRNAs and their potential target genes. Our results showed that miRNAs enriched in EPDELNs have the potential to mediate interspecies intercellular communication.

## Materials and Methods

### Isolation and purification of ELNs

Eleven edible plants (blueberry, coconut, ginger, grapefruit, Hami melon, kiwifruit, orange, pea, pear, soybean, and tomato) were randomly chosen for this study. All EPDELN samples were isolated and purified by differential centrifugation as described previously (Ju et al., 2013; Mu et al., 2014; Wang et al., 2015; Zhuang et al., 2015). Fruits and vegetables were purchased from a local market and washed three times. Apart from coconut, juice was extracted in two different ways. Fruits and vegetables with abundant juice (blueberry, grapefruit, kiwifruit, orange, and pear) were peeled, wrapped in gauze, and squeezed by hand, while less juicy ones (ginger, Hami melon, pea, soybean, and tomato) were ground with phosphate-buffered solution (PBS) in a mixer. The collected juice was sequentially centrifuged at 1,200 × *g* for 20 min, 3,000 × *g* for 20 min, and 10,000 × *g* for 60 min at 4 °C in a Sorvall Lynx 6000 centrifuge (Fisher Scientific, Shanghai, China) to remove large particles and cellular debris. The supernatant was filtered through a 1-μm membrane filter (Millipore, Bedford, MA, USA) and then centrifuged at 150,000  × *g* for 90 min at 4 °C in an LE-80 ultracentrifuge (Beckman Coulter, Palo Alto, CA, USA) to obtain EPDELNs. EPDELNs were resuspended in 250 μl PBS.

### Atomic force microscopy (AFM) and nanovesicle particle size analysis

To morphologically characterize the isolated membrane fraction, specimens were diluted 1:1,000 in PBS, and absorbed onto freshly cleaved mica sheets for 20 min. To provide a surface coated with formulations to a suitable density, the mica sheets were rinsed three times with deionized water and then dried with filter paper before detection. Surface morphology was examined under an atomic force microscope (Asylum Research MFP-3D-Bio; Digital Instruments, Santa Barbara, CA, USA) as described by Mu et al. (2014). The particle size distribution of EPDELNs was evaluated using a Light Scattering System (Brookhaven BI-200SM) as previously described (Mu et al., 2014). Measurements were made in PBS at pH 7.0 at 25 °C after appropriate dilution of each EPDELN sample.

### Small RNA sequencing and data analysis

Total RNAs from the 11 EPDELN samples were separately obtained using TRIzol LS reagent (Invitrogen, Waltham, MA, USA) according to the manufacturer’s instructions. After resuspending each RNA sample in 30 μl RNase-free water (Takara Bio, Shiga, Japan), the RNA quality was examined by 1% agarose gel electrophoresis and on an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Samples were stored at −80 °C. To construct each library, small RNA ranging in size from 14 to 36 nt was purified by polyacrylamide gel electrophoresis and ligated using proprietary adaptors. The modified small RNA was then reverse-transcribed into cDNA and amplified by PCR. Finally, the 11 libraries were sequenced on an Illumina HiSeq 2500 platform.

The resulting sequence reads were subjected to a series of stringent filters, including the removal of low-quality reads, repeat sequences, and adaptor sequences, to generate clean data. A bioinformatics pipeline (MIRPIPE) for miRNA discovery and profiling was then applied as previously described (Kuenne et al., 2014). MIRPIPE was also applied in a subsequent analysis. In brief, the filtered reads were identified against known plant mature miRNAs in miRBase21.0 (November 2016; http://www.mirbase.org/index.shtml) using the criterion of a maximum of two mismatches. The identified reads were treated as conserved miRNAs, and the number of reads per miRNA were normalized to reads per million (RPM). The miRNA profiling data have been deposited in NCBI Gene Expression Omnibus (GEO: GSE116095) and are accessible through the GEO Super Series.

### Prediction and functional annotation of miRNA target genes

TargetScan (http://www.targetscan.org/vert_71/) was used to annotate miRNA target gene (Wei et al., 2017). The generated list of target genes was subsequently uploaded to the Database for Annotation, Visualization and Integrated Discovery (DAVID) bioinformatics resource (Huang da, Sherman & Lempicki, 2009) (https://david.ncifcrf.gov/) for Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses. DAVID GO enrichment was regarded as significant using a criterion of *P* < 0.05. Sequence information on human mRNAs was collected from the NCBI database (http://www.ncbi.nlm.nih.gov/). The NCBI database and RNAhybrid (https://bibiserv.cebitec.uni-bielefeld.de/rnahybrid/) were used in combination to search for human mRNAs containing potential binding sites for plant miRNAs.

### Cells, reagents, and oligonucleotides

The HeLa cell line obtained from the Chinese Academy of Sciences cell bank (SGST.CN) was cultured in Dulbecco’s modified Eagle’s medium (DMEM, Gibco, Waltham, MA, USA) supplemented with 10% fetal bovine serum (Gibco) and incubated at 37 °C in a humidified atmosphere containing 5% CO_2_. Synthetic miRNA molecules with 2′-O methylation at the 3′ end were purchased from Gene Pharma (Shanghai, China).

### Dual-luciferase reporter assay

To experimentally validate miRNA–target interactions, a dual-luciferase reporter assay system was used. Wild-type (WT) or mutant (MUT) binding sites were cloned into a pmirGLO vector (100 ng per well). The vector harboring WT or MUT binding sites combined with either synthetic MIR-168c (50 nM), synthetic MIR-8155 (50 nM), or an miRNA control (50 nM) were then co-transfected into HeLa cells grown in 96-well plates at a density of 5  × 10^3^ cells/well using Lipofectamine 3000 (0.3 μL per well) (Invitrogen, Waltham, MA, USA). Cells were collected after 48 h, and Renilla and firefly fluorescence levels were assayed using the Dual-Luciferase Reporter Assay System kit (Promega, Madison, WI, USA).

### Statistical analysis

Data were presented as means ± SEM. Statistical analyses were performed using the Student’s *t*-test, with differences considered significant at *p* < 0.05.

## Results

### Isolation and characterization of EPDELNs

To verify our hypothesis that miRNAs are enriched in EPDELNs and can potentially mediate interspecies intercellular communication, we randomly selected 11 commonly consumed fresh fruits and vegetables (Fig. 1 and Fig. S1). EPDELNs were isolated by differential centrifugation (Mu et al., 2014; Wang et al., 2013; Zhuang et al., 2015) and identified at the nanometer scale by AFM. The 11 different edible fruits and vegetables were found to contain a substantial quantity of round or oval vesicles (Fig. 1 and Fig. S1). These vesicles exhibited a morphological ultrastructure similar to that of exosomes from mammalian bodily fluids (Zhuang et al., 2015). To further characterize the EPDELNs, a dynamic light scattering (DLS) analysis was also performed. As shown in Fig. 1 and Fig. S1, the size distribution of EPDELNs isolated from the 11 fresh fruits and vegetables ranged from 100 to 1,000 nm, consistent with values obtained for other EPDELNs in previous studies (Ju et al., 2013; Mu et al., 2014; Wang et al., 2014).

**Figure 1:**
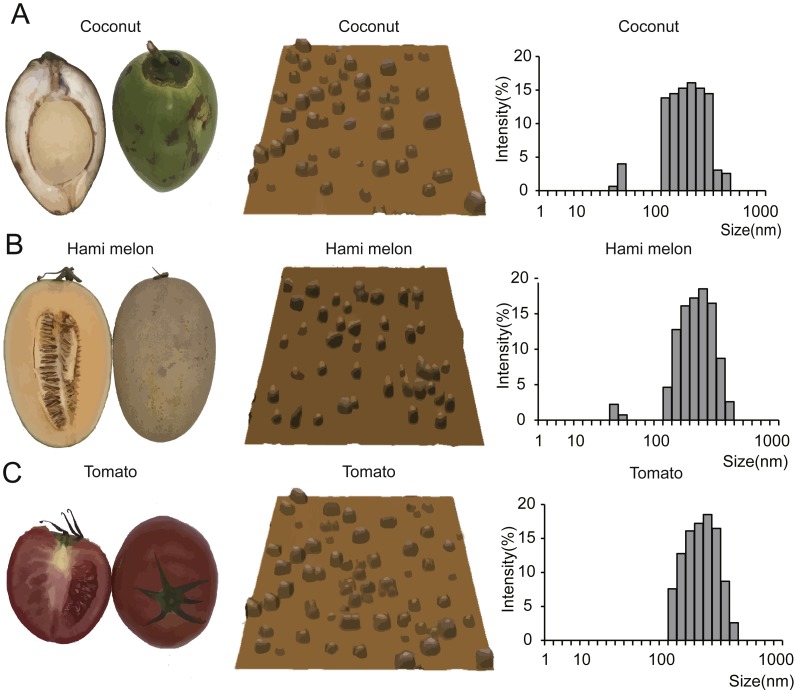
EPDELN morphological ultrastructure and size distribution. The morphological ultrastructure was visualized by AFM, and the size distribution of EPDELNs was analyzed by DLS in coconut (A), Hami melon (B), and tomato (C). Photographs by Juan Xiao.

### Small RNA sequencing results

To investigate the expression profile of miRNAs in EPDELNs, total RNA of EPDELNs was extracted and subjected to capillary electrophoresis analysis. The EPDELNs were found to contain many small RNAs shorter than 25 nt in length, but little or no 18S and 28S ribosomal RNA, thus confirming the presence of small RNAs in EPDELNs (Fig. S2). 

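The small RNA libraries were from EPDELNs of blueberry, coconut, ginger, grapefruit, Hami melon, kiwifruit, orange, pea, pear, soybean and tomato, with 1 library per plant and no replicates. The labels of the pea library name both pea and lima bean, and the name the paper uses is kept. Juice came from squeezing by hand for blueberry, grapefruit, kiwifruit, orange and pear, and from grinding in buffer for ginger, Hami melon, pea, soybean and tomato. The way coconut juice was obtained is not stated in the text of the paper. The authors filtered the reads, assigned them with MIRPIPE to the plant mature miRNAs of miRBase at up to 2 mismatches, and gave each miRNA a level in RPM. The deposited table lists, for each miRNA and library, this RPM value and the most abundant read sequence. A name such as aly-MIR-166h-3p carries the code of the reference species, here Arabidopsis lyrata, and not of the plant studied. Members of 1 family with nearly the same sequence may share reads. All 950 values above 0 were whole multiples of 1 step per library, within 0.01 of a read, so the read counts were recovered from them. The smallest listed count was 5 reads in every library except ginger, where it was 7 reads. The read total by which RPM was scaled was 236959 in ginger, 346601 in pea and 526396 in soybean, and reached 6518871 in kiwifruit, with a median of 1545124. These totals were 2.52% (pea) to 47.0% (kiwifruit) of the high quality reads in Table 1, and which reads they cover is not named in the text of the paper. Reads assigned to miRNAs numbered 4541 in coconut to 377989 in kiwifruit, with a median of 112471. Because the summed RPM ran from 2939 in coconut to 533332 in soybean, the makeup of a library is given as shares of its summed miRNA level. Intervals are 95% (Wilson for shares, exact Poisson for RPM) and cover counting error only, because each plant has 1 library. They are too narrow where PCR copies of 1 molecule were counted as separate reads. Tests across plants took the library as the unit.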

Eleven small RNA libraries were then constructed (Table 1) and sequenced to generate a total of 202,560,279 raw reads. After applying a series of stringent filters, the remaining 141,076,120 reads (69.65% of raw reads) from all libraries were considered to be reliable miRNA candidates (Table 1). Because pre-miRNA sequences were unavailable in miRBase for certain edible plants and as genome sequence information was lacking for some plants in this study, the filtered reads were directly mapped to all known plant mature miRNAs in miRBase 21.0. Matching miRNAs were considered to be conserved miRNAs. In total, we identified 418 conserved miRNAs from the 11 EPDELN samples (Table S1), 32–127 per species (Fig. 2A). 

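Families found in every library numbered 11. Among them were regulators of plant development, such as the MIR-156, MIR-159, MIR-166, MIR-167, MIR-319 and MIR-396 families, and MIR-5054, MIR-5072 and MIR-8175, names whose sequences resemble pieces of tRNA. At the other end, 229 miRNAs (54.8%) had a value in 1 library only, 90 in 2 libraries and 34 in 3 libraries. The 418 miRNAs made up 189 families, and 129 of the 229 single-library miRNAs had a family member in another library. Soybean held 127 miRNAs, tomato 118, kiwifruit 117, orange 111, pear 95, blueberry 87, Hami melon and pea 80 each, grapefruit 65, coconut 38 and ginger 32. The single-library miRNAs rested on few reads, with a median of 15, and 90 of them had 10 reads or fewer. Of the 229, 176 (76.9%) lay under 29.5 RPM, the smallest value that ginger lists. The listed sequence lay within 2 mismatches of its reference, without gaps, in 865 of the 950 library and miRNA pairs (91.1%, Wilson 89.1–92.7). Every listed sequence of a FM was among these, against 437 of 511 (85.5%) for RMs. Bases hanging outside the reference were not counted, and 20 of the 865 pairs exceeded 2 with them. By edits with gaps, a setting chosen after seeing the values, 2 of 243 FM pairs and 34 of 511 RM pairs exceeded 2.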

ELNs in ginger had the fewest miRNA species (*n* = 32) and those in soybean had the most (*n* = 127). 

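Ginger and soybean were led by the same group and differed in others. The group that acts on squamosa, MYB and TCP regulators (MIR-156, MIR-157, MIR-159, MIR-319 and MIR-535 among its families) had 11 members and 52.5% of the level in ginger, and 15 members and 48.0% in soybean. Without the names whose sequences resemble pieces of tRNA or rRNA these shares were 83.1% and 54.5%. Ginger ELNs had no listed miRNA of the copper and phosphate group (such as MIR-395, MIR-398, MIR-399, MIR-408, MIR-827). They also listed none of the MIR-482 and MIR-2118 group, which acts on resistance genes. Soybean ELNs held 11 members of that resistance group, led by gma-MIR-482d-3p, and 8 miRNAs described in legumes, among them gma-MIR-1509a and gma-MIR-1509b. Of the soybean miRNAs 80 were RMs, against 9 in ginger. Depth differed between the libraries, so the reads of each were thinned at random to the 236959 of ginger, and miRNAs with at least 5 reads were counted over 100 draws. Soybean kept 102.8 ± 2.27 miRNAs (SD of the draws), pea 70.3 ± 1.48, orange 49.6 ± 1.87 and tomato 35.7 ± 1.94, while coconut kept 19.8 ± 1.24, fewer than the 32 of ginger. This leaves the number of miRNA reads unequal. Thinned to 4541 miRNA reads each, an alternative chosen after seeing the values, soybean kept 41.7 ± 2.04 miRNAs, pear 41.5 ± 1.88, coconut 38 and ginger 22.2 ± 1.24, the lowest. Across the 11 libraries the number of miRNAs rose with depth at Pearson r = 0.584 (two-sided permutation p = 0.0597) and Spearman rho = 0.551 (p = 0.0837). Without kiwifruit and orange, the libraries farthest from the median depth, r was 0.444 (two-sided permutation p = 0.225). Adjusted over the 4 relations computed, the p of r was 0.0795. Within the 5 squeezed libraries r was 0.956 and rho 1, and within the 5 ground libraries r was 0.491 and rho 0.616, given as values without a test.

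**Figure D1:**
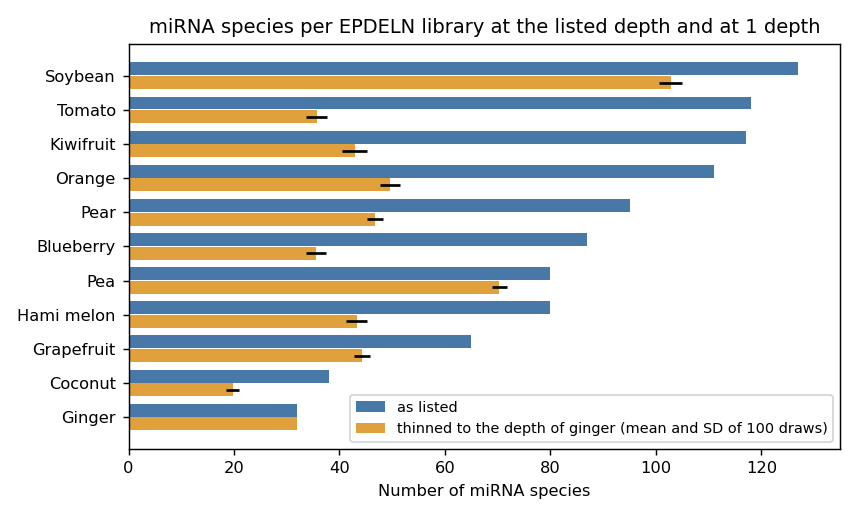
Number of miRNAs in each of the 11 libraries, as listed and after thinning to 236959 reads (mean and SD of 100 draws). Soybean stays highest at 102.8, and coconut falls below ginger.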

Regarding the size distribution of the generated reads, a clear peak was observed at 20–22 nt (Fig. 2B), consistent with findings from previous studies on various plants in which the majority of small RNAs were 20–24 nt in length (Liu et al., 2015).

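The sequences that led the 21 nt peak differed between plants. In kiwifruit mtr-MIR-396a-5p (TTCCACAGCTTTCTTGAACTT) alone held the greater part of the 91.3% found at 21 nt, and in blueberry the MIR-166 sequence TCGGACCAGGCTTCATTCCCC led the 81.0% at that length. In grapefruit ptc-MIR-6478 (CCGACCTTAGCTCAGTTGGCA), a name whose sequence resembles a piece of tRNA, held 35.8% of the level, most of what lay at 21 nt. In orange 22 nt held 26.4%, among them csi-MIR-482b (TCTTGCCCACCCCTCCCATTCC). The shorter sequences were led by bdi-MIR-5054 (CCCCACGGTGGGCGCCA, 17 nt) in coconut, ginger and grapefruit, and by gma-MIR-6300 (GTCGTTGTAGTATAGTGG, 18 nt) in tomato. Sequences of 20–22 nt held 99.2% of the summed level in orange, 96.0% in kiwifruit, 95.2% in pea, 92.3% in blueberry, 88.3% in soybean, 82.8% in Hami melon, 66.9% in pear, 62.9% in ginger, 55.5% in grapefruit, 54.5% in coconut and 19.5% in tomato. The mean was 73.9% ± 24.6 (SD, n = 11 libraries). The length with the largest share was 21 nt in 10 libraries and 18 nt (37.1%) in tomato, where 17 nt followed with 23.1%. Sequences under 18 nt held 45.5% in coconut, 43.2% in tomato and 0.465% in orange. With each miRNA counted once, 697 of the 950 pairs (73.4%) were 20–22 nt long, and 21 nt was the most frequent length in each of the 11 libraries. The whole level of a miRNA is placed at the length of its most abundant sequence, so these shares describe the listed sequences and not every read.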

**Table 1:** Read abundance of miRNAs obtained by Illumina high-throughput sequencing of small RNA libraries from 11 EPDELN samples.

Species	Scientific name	Raw reads	High quality reads	High quality reads ratio (%)
Blueberry	*Vaccinium Spp*	16,913,404	14,129,331	83.54
Coconut	*Cocos nucifera*	16,983,240	13,862,158	81.62
Ginger	*Zingiber officinale*	16,050,553	8,291,742	51.66
Grapefruit	* Citrus paradisi*	23,460,112	10,293,960	43.88
Hami melon	*Cucumis melo var*	20,394,808	12,037,761	59.02
Kiwifruit	*Actinidia chinensis*	17,994,527	13,863,186	77.04
Orange	*Citrus reticulata*	16,735,652	13,319,099	79.59
Pea	*Pisum sativum*	20,101,733	13,760,883	68.46
Pear	*Pyrus spp*	18,039,882	13,954,317	77.35
Soybean	*Glycine max*	18,422,896	13,463,394	73.08
Tomato	*Solanum lycopersicum*	17,463,472	14,100,289	80.74

**Figure 2:**
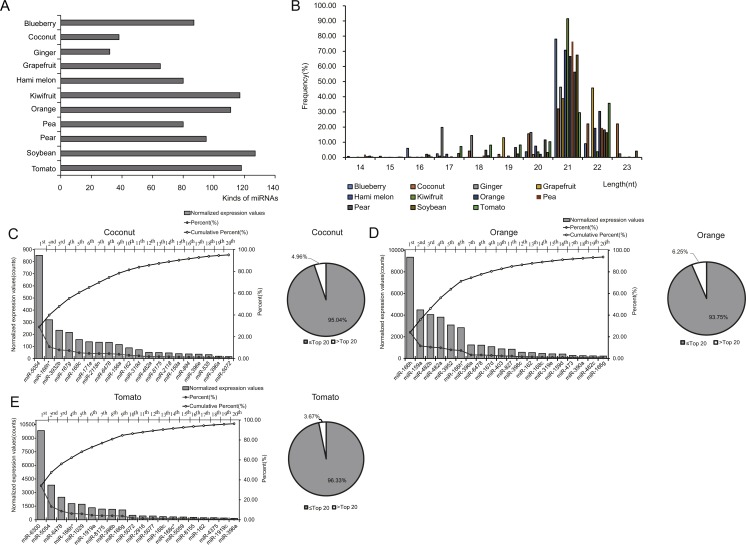
Identification and expression profiles of EPDELN-related miRNAs. (A) Number of miRNA species in different EPDELN samples. (B) Length distribution and frequency of filtered reads with matches to mature miRNAs in miRBase 21.0. (C–E) Normalized expression values and proportions (relative to all miRNAs of each EPDELN) of miRNAs in EPDELNs of coconut (C), orange (D), and tomato (E). An asterisk denotes that a miRNA with identical nomenclature is annotated in different species.

### Prediction of possible human target genes of plant miRNAs

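A few miRNAs led each library, and which ones they were split the plants into groups. The MYB regulator mtr-MIR-159a was first in soybean with 223926 RPM (222650–225209), in pea with 39131 RPM and in Hami melon with 28170 RPM. The HD-ZIP III regulators of the MIR-166 family were first in blueberry (aly-MIR-166h-3p, 18448 RPM), pear (aly-MIR-166h-3p, 8393 RPM) and orange (gma-MIR-166h-3p, 9355 RPM). The growth regulator mtr-MIR-396a-5p was first in kiwifruit with 28650 RPM, and the TCP regulator mtr-MIR-319d-3p in ginger with 33626 RPM. In grapefruit ptc-MIR-6478 was first with 74726 RPM, in tomato gma-MIR-6300 with 9833 RPM and in coconut bdi-MIR-5054 with 852 RPM. These 3 names belong to a list of 11 names, MIR-894, MIR-2916, MIR-5054, MIR-5059, MIR-5072, MIR-5077, MIR-5368, MIR-6300, MIR-6478, MIR-8155 and MIR-8175, called fragment-like here because their sequences resemble pieces of tRNA or rRNA, and the list was written after the values of Table S1 had been seen. The next places went to aly-MIR-166h-3p (42240 RPM) and gma-MIR-482d-3p (39484 RPM) in soybean, and to aly-MIR-166h-3p (24045 RPM) and gma-MIR-156f (13909 RPM) in pea. In Hami melon they went to mtr-MIR-396b-5p (6116 RPM) and ath-MIR-8175 (5882 RPM), and in kiwifruit to mtr-MIR-159a (9551 RPM) and aly-MIR-166h-3p (4446 RPM). Blueberry followed with gma-MIR-166h-3p (10096 RPM) and ath-MIR-403-3p (1218 RPM), orange with mtr-MIR-159a (4486 RPM) and csi-MIR-482b (4053 RPM), and coconut with aly-MIR-166h-3p (320 RPM) and ath-MIR-3932b-5p (234 RPM). Ginger followed with bdi-MIR-5054 (11238 RPM) and gma-MIR-6300 (8710 RPM), tomato with bdi-MIR-5054 (3820 RPM) and ptc-MIR-6478 (2485 RPM), and grapefruit with bdi-MIR-5054 (61883 RPM) and gma-MIR-166h-3p (15628 RPM). The smallest listed value was 0.767 RPM, in kiwifruit. The 20 highest miRNAs held 92.4% of the summed level in soybean (Wilson 92.3–92.5), 93.7% in orange and in pear, 94.6% in pea, 95.0% in coconut, 96.3% in tomato, 97.2% in Hami melon, 97.5% in blueberry and in kiwifruit, 98.8% in grapefruit and 99.2% in ginger. The mean over libraries was 96.0% ± 2.24 (SD, n = 11). The single highest miRNA held 37.2% ± 9.42 of the level (SD, n = 11). In ginger the 20 are taken from only 32 miRNAs.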

miRNA expression levels in each EPDELN library varied widely, from a few RPM to thousands, with the top 20 miRNAs contributing more than 92% (92.41%–99.17%) of the total miRNA expression (Figs. 2C–2E and Fig. S3). Evidence is increasing that plant-derived miRNAs can specifically bind target mammalian mRNAs and influence biological processes (Chin et al., 2016; Zhang et al., 2012a). To further explore the potential function of EPDELN-derived miRNAs in EPDELNs, bioinformatics analysis was used to predict relationships between miRNAs and their potential target genes. We predicted the human target genes of miRNAs of each EPDELN sample (Figs. 3A–3C and Figs. S4A–S4H) using TargetScan according to the principle of base complementary pairing between the plant miRNA seed region and target genes. The results of target gene prediction suggested that some miRNAs in EPDELNs potentially target and theoretically regulate mammalian genes (Fig. 3D, Table 2, and Table S2).

**Figure 3:**
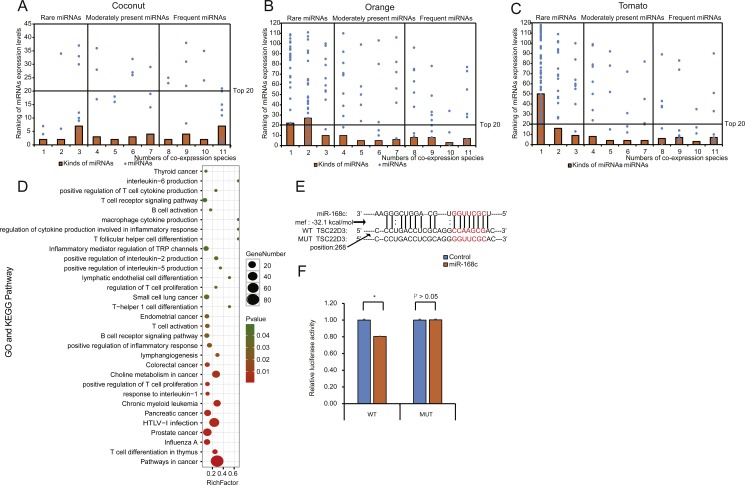
Distribution, classification, and functional analysis of miRNAs with high expression in EPDELNs. (A–C) Expression distribution of miRNAs in coconut (A), orange (B), and tomato (C). The ordinate and abscissa correspond to the ranking of miRNA expression levels and the number of co-expressed species, respectively. The terms “frequent miRNAs” (FMs), “moderately present miRNAs” (MPMs), and “rare miRNAs” (RMs) are used to describe miRNAs present almost simultaneously in 8–11, 4–7, or 1–3 EPDELN samples, respectively. The solid line is used to demarcate the top 20 expressed miRNAs of each EPDELN sample. (D) Gene Ontology and KEGG pathway analyses of categories enriched in the specific target genes of miRNAs of each EPDELN sample. The size of each circle represents the number of genes, and the color signifies the *p*-value. (E) Diagram of putative MIR-168c binding sites in TSC22D3 aligned against wild-type (WT) or mutant (MUT) MIR-168c putative target sites in the luciferase reporter plasmid. Paired bases are indicated by a black vertical line, and a mismatch is indicated by two dots. (F) Luciferase activity in HeLa cells cotransfected with MIR-168c or scrambled control oligonucleotides and the reporter constructs from (E) (*n* = 3). Statistical significance was determined by the Student’s *t*-test (*, *p* < 0.05).

**Table 2:** miRNAs and predicted target genes related inflammatory cytokine.

Species	miRNA	Sequence	Length (nt)	Predicted target gene	Gene name
Soybean	MIR-5781	UGAAACUGAGACUGCAUCUGGC	22	*IL17A*	interleukin 17A
Hami melon	MIR-164a	UGGAGAAGCAGGGCACGUGCA	21	*IL16*	interleukin 16
Orange	MIR-398b	UGUGUUCUCAGGUCGCCCCUG	21	*IL1A*	interleukin 1, alpha
Soybean	MIR-4996	UAGAAGCUCCCCAUGUUCUCA	21	*IL10*	interleukin 10
Ginger	MIR-1078	AUUGAUUCAGAUUGUGAA	18	*IL 6*	interleukin 6
Tomato	MIR-4995	GCAGUGGCUUGGUUAAGGGA	20	*IL 5*	interleukin 5
Soybean	MIR-5671a	CAUGGAAGUGAAUCGGGUGACU	22	*IL33*	interleukin 33

Recent evidence of the intake and bioavailability of dietary miRNAs in humans and animals suggests that plant-derived miRNAs possess immunomodulatory or cancer regulatory capacities (Cavalieri et al., 2016; Chin et al., 2016). Our prediction results also indicate that some of these miRNAs can directly target genes encoding inflammatory factors such as interleukin-6 (*IL-6*), interleukin-2 (*IL-2*), interleukin-5 (*IL-5*), and interleukin-1 (*IL-1*). For example, MIR-5781 in soybean ELNs can directly target *IL17A*, which plays an important role in inflammatory responses (Table 2). 

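The plant miRNAs paired with interleukin genes in Table 2 spanned much of the range of levels. gma-MIR-5781, paired with IL17A, and gma-MIR-5671a, paired with IL33, are legume miRNAs found in soybean alone. ssl-MIR-1078, paired with IL6, was found in ginger alone, whereas the MIR-164 and MIR-398 sequences belong to FMs. MIR-5781 (TGAAACTGAGACTGCATCTGGC) and MIR-5671a (CATGGAAGTGAATCGGGTGACT) had 6 reads each in soybean, 11.4 RPM (exact Poisson 4.18–24.8), at rank 116 of 127. gma-MIR-4996, paired with IL10, had 446 RPM (391–507) in soybean at rank 44, and 40.4 RPM in pea. gma-MIR-4995, paired with IL5, had 3.08 RPM (14 reads) in tomato at rank 68, and 21.9 RPM in Hami melon. MIR-1078 in ginger, at rank 5, had 689 reads. The Hami melon sequence given as MIR-164a (TGGAGAAGCAGGGCACGTGCA) is listed under ath-MIR-164b-5p, with 3152 RPM (3059–3247), rank 6 and 4.92% of the level. The orange sequence given as MIR-398b (TGTGTTCTCAGGTCGCCCCTG) is listed under mtr-MIR-398c, with 572 RPM (551–594), rank 12 and 1.48% of the level. Target prediction was not repeated here.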

GO and KEGG term enrichment analyses revealed that the target genes of miRNAs in EPDELNs are related to immune cells and are significantly enriched in cancer-related signaling pathways, such as those associated with small-cell lung, endometrial, and colorectal cancers (Fig. 3D).

### EPDELN-derived miRNAs bind target genes in HeLa cells

To further validate the prediction results, we performed a dual-luciferase assay to verify the interaction between MIR-168c and its potential target gene (*TSC22D3*) (Fig. 3E and Table S3). This indicated that MIR-168c binding significantly reduced luciferase activity for the wild-type target gene, whereas binding to the mutant site had no effect on luciferase activity (Fig. 3F). MIR-8155 was similarly analyzed by dual-luciferase assay, but the result was negative (Figs. S4I, S4J and Table S3). Together, these results suggest that plant miRNAs have the potential to target mammalian mRNAs.

### Distribution of miRNA species and expression profiles across 11 EPDELN samples

To better compare the expression distribution of miRNAs among EPDELNs, we divided all miRNAs into three types: frequent miRNAs (FMs), moderately present miRNAs (MPMs), and rare miRNAs (RMs), corresponding respectively to miRNAs simultaneously present in 8–11, 4–7, or 1–3 kinds of EPDELNs. FMs, MPMs, and RMs comprised 26 (Fig. 4A), 39, and 353 miRNAs, respectively (Table S1).

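The FMs hold regulators of several kinds of plant genes, and fragment-like names. HD-ZIP III regulators (the MIR-166 family) gave 4 of the 26 FMs, and the squamosa, MYB and TCP regulators gave 5, MIR-156e, MIR-156n, MIR-157c, MIR-159a and MIR-319d. The families that act on the silencing machinery itself gave 3, MIR-162 and both arms of MIR-168c, and the MIR-398 family of copper regulators gave MIR-398b and MIR-398c. MIR-164b and MIR-396b-3p belong to families that act on NAC and growth factors, MIR-167d to one that acts on auxin response factors, and MIR-1507a to one that acts on resistance genes. These groups go by family, and a listed arm, such as the 3p arms of MIR-168c and MIR-396b or the 5p arm of MIR-398b, need not be the arm that acts on the genes named. The fragment-like names gave 7 (MIR-2916, MIR-5054, MIR-5072, MIR-6300, MIR-6478, MIR-8155 and MIR-8175), and MIR-1029 belongs to none of these groups. The 26 FMs were 6.22% of the miRNAs, the 39 MPMs 9.33% and the 353 RMs 84.4%, with FMs in 20 families and MPMs in 31. Of the FMs 7 were in all 11 libraries, 3 in 10 libraries (MIR-162, gma-MIR-166h-3p and MIR-2916), 8 in 9 libraries and 8 in 8 libraries. Orange and pear listed every FM, while coconut lacked 11 and ginger 9. Counting only values of at least 29.5 RPM, the highest of the smallest listed values, left 12 FMs and 18 MPMs.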

**Figure 4:**
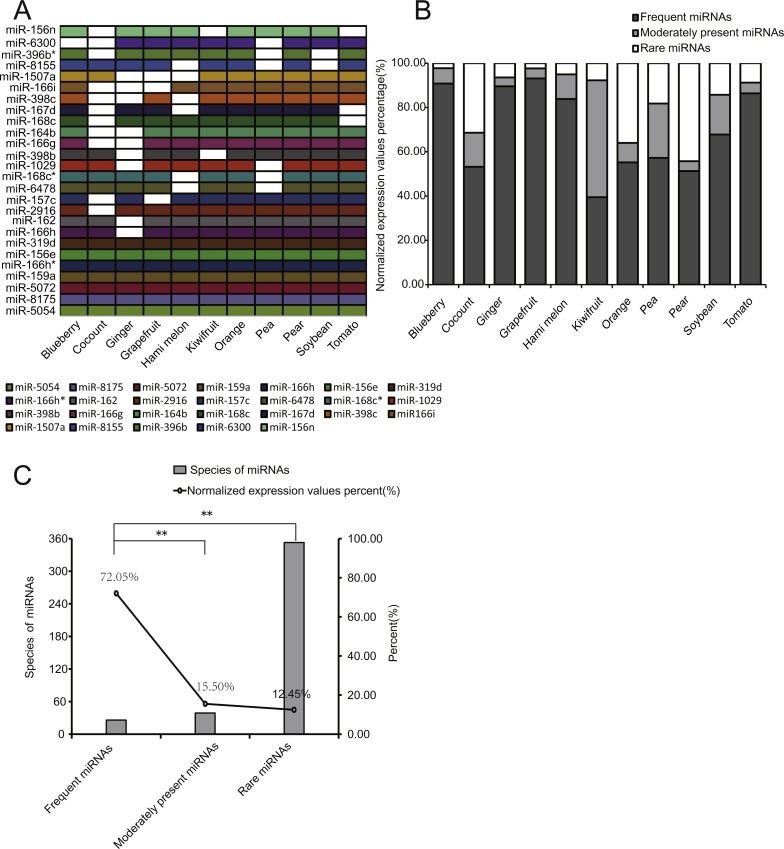
Characteristics of EPDELN-related miRNAs. (A) Expression of 26 conserved FMs in 11 EPDELN-derived miRNA libraries. The white region indicates that expression of the designated miRNA was not detected in the given ELN sample. (B) Percentage breakdown of total normalized expression of the three specific classes of miRNAs in each EPDELN sample. (C) Relationship between number of miRNA species and the proportion of normalized expression. The difference in the proportion of normalized expression between FMs and RMs was highly significant (**) according to the *t*-test.

Because miRNAs within ancient genes are more broadly and highly expressed than those within young genes (França, Vibranovski & Galante, 2016), we compared the expression levels of the three miRNA types. Notably, we found that the expression levels of FMs accounted for at least 39.46% of total miRNA expression in each EPDELN sample (Fig. 4B). This indicates that FMs have fewer miRNA species than RMs but a significantly higher cumulative expression level (Figs. 4B and 4C). 

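The FMs that carried the level differed between plants. In blueberry and pear they were chiefly MIR-166 family members, in soybean, pea and Hami melon MIR-159a, and in ginger MIR-319d. In kiwifruit, which had the lowest FM share, MPMs held 52.8%, nearly all of it mtr-MIR-396a-5p, a miRNA found in 7 libraries. In grapefruit and tomato most of the FM level came from fragment-like names, which held 87.6% (Wilson 87.5–87.8) and 66.8% (66.5–67.0) of the summed level. FMs held 39.5% of the summed level in kiwifruit (39.3–39.6), 51.3% in pear, 53.2% in coconut (51.8–54.7), 55.2% in orange, 57.2% in pea, 67.8% in soybean, 83.8% in Hami melon, 86.4% in tomato, 89.6% in ginger, 90.8% in blueberry and 93.1% in grapefruit (93.0–93.2). Without the fragment-like names the lowest share was 27.3%, in coconut. With sequences of 18 nt or more it was 23.2%, in grapefruit.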

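RMs were most prominent in pear, orange and coconut. In pear MIR-858a, a regulator of flavonoid MYB genes, and mdm-MIR-482a-3p, a regulator of resistance genes, made up most of the 44.3% held by RMs. In orange RMs held 36.0%, with csi-MIR-482b, csi-MIR-482a-3p and csi-MIR-3952 at their head. In coconut MIR-167g led the 31.4%, followed by bra-MIR-168c-5p, mtr-MIR-171e-3p and MIR-2118n. RMs held 18.2% in pea, 14.3% in soybean, 8.78% in tomato, 7.74% in kiwifruit, 6.42% in ginger, 5.05% in Hami melon, 2.37% in grapefruit and 2.27% in blueberry. The mean share was 69.8% ± 19.4 (SD, n = 11 libraries) for FMs, 14.1% ± 14.4 for MPMs and 16.1% ± 14.7 for RMs. FMs exceeded RMs by 53.7 ± 31.2 percentage points and in 11 of 11 libraries (two-sided permutation test over all 2048 sign flips, p = 9.77e-04, the smallest these can give, adjusted p = 0.00293 over 3 comparisons). FMs exceeded MPMs by 55.7 points in 10 of 11 libraries, all but kiwifruit (permutation p = 0.00195, adjusted 0.00293). MPMs and RMs differed by less than their spread (permutation p = 0.785), with MPMs higher in 6 of 11 libraries. Shares of a library sum to 100%, so the 3 comparisons are not independent. Without the fragment-like names RMs exceeded FMs in coconut and pear. The paper compares the classes because miRNAs of ancient genes are reported to be more broadly and highly expressed, and concludes from the shares that FMs have fewer species than RMs and a higher cumulative level.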

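The miRNAs listed in all 11 libraries were MIR-156e, MIR-159a, MIR-166h, MIR-319d, MIR-5054, MIR-5072 and MIR-8175. MIR-166h (TCGGACCAGGCTTCATTCCCC), which acts on HD-ZIP III genes of leaf and vascular patterning, was in the top 20 of every library. MIR-159a (TTTGGATTGAAGGGAGCTCTA) was in the top 20 of 10 libraries, all but tomato, and MIR-5054 in 10, all but orange. MIR-319d was in the top 20 of 7 libraries, MIR-8175 of 6, MIR-5072 of 4 and MIR-156e of 2. Together these 7 filled 50 of their 77 places (64.9%) at rank 20 or better, and held from 19.4% of the summed level in orange to 70.8% in ginger. MIR-166h had rank 1 in blueberry and pear and its lowest rank, 11, in grapefruit. Levels of MIR-159a spanned from 25.5 RPM in tomato to its value in soybean, and those of MIR-319d from 7.26 RPM in tomato to its value in ginger. MIR-8175 spanned 14.1 RPM in orange to 10576 RPM in grapefruit, MIR-5072 6.00 to 9986 RPM in the same libraries, and MIR-5054 was lowest in orange with 84.2 RPM. The listed sequences of MIR-5054, MIR-5072 and MIR-8175 ended in CCA, as mature tRNAs do, in 8, 7 and 9 of the 11 libraries. With sequences of 18 nt or more, 4 miRNAs were left in all libraries (MIR-156e, MIR-159a, MIR-166h and MIR-319d). At 29.5 RPM or more, 2 were left (MIR-166h and MIR-5054).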

Further inspection revealed that seven miRNAs were present in all 11 libraries (Fig. 4A) and were almost highly expressed miRNAs of each library (Table S1), reflecting the high expression of FMs. Among FMs, MIR-319 mainly acts on a TCP transcription factor underlying the robust and multilayered control of leaf development (Koyama, Sato & Ohmetakagi, 2017). Additionally, the overexpression of MIR-396 was shown to reduce stomatal cell number and stomatal density in *Arabidopsis* (Liu et al., 2009), and is thus of great importance for regulating plant tissue cell growth (Rodriguez et al., 2010). To screen for miRNAs highly expressed but only detected in single EPDELN samples, we identified 19 miRNAs from among the 353 RMs whose expression levels were in the top 20 of their own species (Table 3), including MIR-1919a (tomato), MIR-858a (pear), and MIR-1078 (ginger). Among these miRNAs, MIR-1078 in ginger ELNs can act on *LEP* (encoding leptin), and Fairfax et al. showed that leptin in turn associated with lipopolysaccharide-induced *IL-6* expression (Fairfax et al., 2010).

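Several of these miRNAs have known targets in plants. ath-MIR-858a in pear acts on MYB genes of flavonoid synthesis, and mdm-MIR-482a-3p, mdm-MIR-482b and mdm-MIR-482c in pear act on resistance genes. osa-MIR-2118n in coconut is in the same group by its family number only. sly-MIR-1919a and sly-MIR-1919c-5p in tomato belong to a family described in Solanaceae, and mdm-MIR-7121e in pear to one described in Rosaceae. In Hami melon cme-MIR-399d and mtr-MIR-2111m-5p act in phosphate supply, and cme-MIR-169k on NF-Y factors. A value in 1 library only and a rank of 20 or better was found for 20 miRNAs, 7 in pear, 5 in Hami melon and 2 each in coconut, ginger, kiwifruit and tomato. Blueberry, grapefruit, orange, pea and soybean had none. MIR-858a (TTCGTTGTCTGTTCGACCT) had 6502 RPM (exact Poisson 6417–6588) at rank 2 in pear, and MIR-482a 2776 RPM (2721–2833) at rank 3. MIR-1078 (ATTGATTCAGATTGTGAA) had 2908 RPM (2695–3133) at rank 5 in ginger, and MIR-1919a (ACGAGAGTCATCTGTGACAG) 1327 RPM (1294–1361) at rank 6 in tomato. MIR-167g had 216 RPM at rank 4 and MIR-2118n 135 RPM at rank 7 in coconut. Pear further held mdm-MIR-1511 (740 RPM), MIR-7121e (694 RPM), ghr-MIR-479 (616 RPM), MIR-482c (375 RPM) and MIR-482b (244 RPM). Hami melon held cme-MIR-477b (401 RPM), MIR-2111m (379 RPM), cme-MIR-530b (334 RPM), MIR-169k (267 RPM) and MIR-399d (236 RPM). Kiwifruit held gra-MIR-172a (265 RPM) and osa-MIR-530-5p (103 RPM, rank 20), ginger osa-MIR-419 (101 RPM), and tomato MIR-1919c (195 RPM). Only 5 of the 20 (MIR-1078, MIR-419, MIR-7121e, MIR-1919a and MIR-1919c) had no family member in another library. The listed sequences of MIR-858a, MIR-167g and MIR-399d contained, or lay within, a listed sequence of 1, 3 and 2 other libraries. For these a name in 1 library need not mean a sequence in 1 library, while the other 17 had no such overlap. The listed sequences of MIR-1078, MIR-419 and MIR-479 had 7, 8 and 6 mismatches to their references without gaps, and 2, 4 and 2 edits with gaps.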

**Table 3:** The top 20 most highly expressed miRNAs unique to a particular plant ELN sample.

Species	Scientific name	miRNA	Sequence	Normalized expression values	Rank
Coconut	*Cocos nucifera*	MIR-167g	TGAAGCTGCCAGCATGATCTGA	216.16	4
		MIR-2118n	TTCCCGATGCCTCCCATTCCTA	134.62	7
Ginger	*Zingiber officinale*	MIR-1078	ATTGATTCAGATTGTGAA	2,907.68	5
		MIR-419	TGAGAATGCTGACATGAG	101.28	19
Hami melon	*Cucumis melo var*	MIR-530b	CCTGCATTTGCACCTACACCT	334.16	14
		MIR-477b	TCTCTCCCTCAAAGGCTTCTGG	400.56	12
		MIR-2111m	TAATCTGCATCCTGAGGTTT	378.67	13
		MIR-169k	TGAGCCAAGGATGACTTGCCT	267.04	15
		MIR-399d	TGCCAAAGGAGAGTTGCCCTTC	235.66	17
Kiwifruit	*Actinidia chinensis*	MIR-172a	GCGGCATCATTAAGATTCAC	265.23	14
Pear	*Pyrus spp*	MIR-858a	TTCGTTGTCTGTTCGACCT	6,502.12	2
		MIR-482a	TTCCCAAGCCCGCCCATTCCT	2,776.45	3
		MIR-1511	ACCTAGCTCTGATACCATGAA	740.25	11
		MIR-7121e	TCCTCTTGGTGATCGCCCTG	694.33	12
		MIR-479	TGTGATATTGGTTCTGGCTC	615.75	14
		MIR-482c	TCTTTCCTAACCCTCCCATTCC	374.69	16
		MIR-482b	TCTTTCCTATCCCTCCCATTCC	244.3	17
Tomato	*Solanum lycopersicum*	MIR-1919a	ACGAGAGTCATCTGTGACAG	1,327.08	6
		MIR-1919c	TGTCGCAGATGACTTTCGCCC	194.64	19

## Discussion

Previous studies have indicated that the size and structure of exosome-like nanoparticles in edible plants are similar to those of mammalian-derived exosomes (Ju et al., 2013; Mu et al., 2014; Zhang et al., 2016). Our findings based on AFM and DLS analyses support the viewpoint of these earlier studies. In our present study, we found that EPDELNs have two kinds of distributions, one up to 100 nm and the other up to 1,000 nm, which is consistent with previous results (Mu et al., 2014; Zhuang et al., 2015). Interestingly, Zhuang et al. (2015) found that these two types of ELNs have differences in composition and absorption patterns.

As expected, we detected large numbers of miRNAs in plant-derived ELNs (Mu et al., 2014). 

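Plants differed in which groups of miRNAs carried the level, grouped mainly by the kind of gene the family acts on in plants. Members named as leading a group had its highest shares in any 1 library, and other libraries could have other leaders. HD-ZIP III regulators, led by aly-MIR-166h-3p and gma-MIR-166h-3p, held 75.3% of the summed level in blueberry (Wilson 75.1–75.6) and 1.22% in ginger. Squamosa, MYB and TCP regulators, led by MIR-319d and MIR-159a, held 52.5% in ginger, 51.4% in Hami melon, 48.0% in soybean, 47.3% in pea and 0.222% in tomato. NAC, NF-Y, GRAS, AP2 and growth regulators, led by mtr-MIR-396a-5p and mtr-MIR-396b-5p, held 50.8% in kiwifruit and 0.142% in grapefruit. Resistance gene regulators held 21.1% in orange, led there by csi-MIR-482b and csi-MIR-482a-3p (3815 RPM). They held 17.1% in pea (led by vun-MIR-2118), 15.2% in soybean (gma-MIR-482d-3p) and 13.4% in pear (mdm-MIR-482a-3p). Ginger and Hami melon had no value for this group. Regulators of the silencing machinery, led by mtr-MIR-162 (3116 RPM in kiwifruit) and bra-MIR-168c-5p, held 9.25% in kiwifruit and 0.373% in soybean. Auxin and root regulators, led by MIR-167g in coconut and gma-MIR-167e in soybean (18431 RPM), held 0.0978% in tomato and 2.08% ± 2.34 on average (SD, n = 11). Nutrient and copper regulators, led by zma-MIR-398b-5p and ath-MIR-827 (856 RPM in orange), held 5.01% in orange and had no value in ginger. Lists of families described in single plant groups followed the plants in part. The 10 Solanaceae-described miRNAs, led by MIR-1919a and MIR-1919c, had values in tomato only (5.56%). Citrus-described miRNAs, led by csi-MIR-3952 (3091 RPM in orange) and csi-MIR-3954 (112 RPM), held 8.28% in orange, 0.415% in grapefruit and 0.0196% in pear. Legume-described miRNAs, led by gma-MIR-1509a (4212 RPM in pea) and mdm-MIR-1511, held 4.25% in pea, 3.53% in soybean and 2.25% in pear. Nearly all of the pear share (2.24%) was mdm-MIR-1511, whose reference species is apple and not a legume. Rosaceae-described miRNAs, led by mdm-MIR-7122a (1575 RPM) and MIR-7121e, held 2.72% in kiwifruit and 2.49% in pear. The flavonoid regulators MIR-858a and ath-MIR-858b held 19.6% in pear and 0.0997% in kiwifruit. Fragment-like names had the widest spread of the 13 lists, from 1.15% in pea to 87.6% in grapefruit, 25.5% ± 28.8 on average (SD, n = 11). These names lower the shares of the other groups by construction, and they held 36.8% in ginger and 37.5% in coconut. Without them in the total, squamosa, MYB and TCP regulators held 83.1% in ginger, auxin and root regulators 12.0% in coconut, citrus-described miRNAs 3.36% in grapefruit and 8.63% in orange, Solanaceae-described miRNAs 16.8% in tomato, and HD-ZIP III regulators 64.0% in grapefruit, where they held 7.91% with them. Groups take both arms of a family. The families are textbook groups, but the values of Table S1 had been seen when they were listed.

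**Figure D2:**
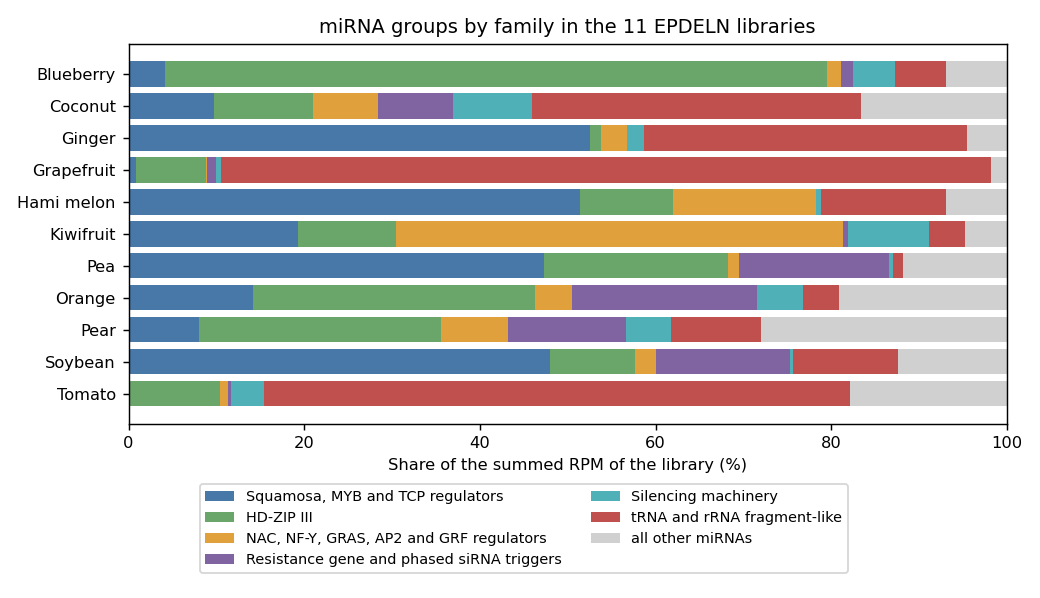
Share of the summed miRNA level (percent) held by each group of miRNA families in each of the 11 libraries. HD-ZIP III regulators reach 75.3% in blueberry, and fragment-like names 87.6% in grapefruit.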

Consistent with other studies (He et al., 2015), we found commonalities and differences in miRNA species and expression levels in different plants. miRNAs are involved in diverse aspects of plant growth and development (Mallory & Vaucheret, 2006; Sunkar et al., 2007). Some of the 26 miRNAs that were always present in 8–11 ELNs according to our bioinformatics analysis were shown to participate in fundamental plant physiological and biochemical processes, such as various stress responses, flowering regulation, sugar accumulation, and root development (Llave, 2004; Dong et al., 2009; Khan et al., 2011; Kim et al., 2014; Sunkar & Zhu, 2004; Yu et al., 2015; Zhao et al., 2017). For example, the MIR-319 family acts on *TCP*, forming a relationship that has implications for many aspects of floral development (Nag et al., 2009). MIR-398 also participates in plant responses to biotic, heavy metal, high-salt, drought, and UV radiation stresses by targeting two superoxide dismutase genes (*CSD1* and *CSD2*) (Jagadeeswaran & Sunkar, 2009; Lu et al., 2011). An auxin response factor was predicted to be a target of MIR-167 (Yu et al., 2015), and these DNA-binding proteins are thought to control transcription in response to the phytohormone auxin (Hagen & Guilfoyle, 2002; Yu et al., 2015). FMs detected in the present study included the above-mentioned miRNAs. 

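The families of MIR-319, MIR-398 and MIR-167 each had members among the FMs. mtr-MIR-319d-3p was in all libraries, zma-MIR-398b-5p in 9, mtr-MIR-398c in 8 and ath-MIR-167d in 8. The MIR-396 family had mtr-MIR-396b-3p among the FMs, but its level came chiefly from MPMs. These were mtr-MIR-396a-5p in blueberry, grapefruit, kiwifruit, orange, soybean and tomato, mtr-MIR-396b-5p in ginger, Hami melon, pea and pear, and osa-MIR-396e-5p in coconut. The MIR-319 family held 48.2% of the summed level in ginger, 6.67% in Hami melon, 6.35% in pea, 3.76% in soybean and 0.0298% in tomato. The MIR-398 family held 4.08% in tomato, 3.35% in Hami melon, 3.13% in blueberry, 1.65% in orange and 0.00463% (13 reads) in soybean, and had no value in ginger. In tomato, Hami melon and blueberry most of this was zma-MIR-398b-5p, the 5p arm, with 4.02%, 2.52% and 3.09%. Its listed sequence in blueberry had only 16 nt, and mtr-MIR-398c held 0.0403% there. In orange mtr-MIR-398c held 1.48%. MIR-398b was highest in Hami melon with 1613 RPM. The MIR-167 family held 7.49% in coconut, 3.80% in soybean, 3.16% in orange, 2.48% in pea and 0.0611% in tomato, and MIR-167d was highest in soybean with 1391 RPM. MIR-396b-3p ranged from 13.7 RPM in kiwifruit to 88.6 RPM in ginger. Among the other FMs, MIR-1507a was highest in soybean (10095 RPM), MIR-157c in blueberry (780 RPM), MIR-156n in Hami melon, and MIR-166g (1084 RPM) and MIR-1029 (1714 RPM) in tomato. The fragment-like FMs MIR-8155 (9637 RPM) and MIR-2916 (7504 RPM) were highest in grapefruit.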

Some identified miRNAs may be associated with biological diversity, in other words, related to plant-specific phenotypes. Anthocyanins, which play a role in the change of color of ripening fruit (Kayesh et al., 2013), are found in most other plant parts and in most plant genera (Zhang & Furusaki, 1999). Anthocyanin pigments may be red, purple, or blue, depending on the pH (Araceli et al., 2009). The overexpression of MIR-156e from herbaceous peony improves anthocyanin accumulation in transgenic *Arabidopsis* (Zhao et al., 2017). 

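MIR-156e (aly-MIR-156e-5p, reference TGACAGAAGAGAGTGAGCAC) acts on squamosa promoter-binding genes, which control the change to the adult phase. It was listed in every library and was highest in RPM in ginger, soybean and pea. The lowest levels were in orange, in blueberry and in tomato. MIR-156e had 591 RPM in ginger (exact Poisson 497–697), 391 RPM in soybean (340–449), 352 RPM in pea (292–420) and 66.2 RPM in pear (57.9–75.5). Hami melon lay between pea and pear, with 236 reads and an interval of 151–196 RPM. Grapefruit had 33.8 RPM, coconut 14.9 RPM, kiwifruit 14.4 RPM, orange 5.17 RPM (3.35–7.63), blueberry 5.13 RPM (2.56–9.17) and tomato 1.54 RPM (0.619–3.17). The ratio of ginger to tomato was 384 (181–972 from the counting error, with 7 reads in tomato). As a share of the miRNA level MIR-156e held 0.827% in ginger, 0.506% in coconut, 0.269% in Hami melon, 0.266% in pea, 0.200% in pear and 0.0734% in soybean, and again least in blueberry, orange and tomato. All entries of the MIR-156 and MIR-157 families together had 14859 RPM in pea, 10747 RPM in soybean, 957 RPM in blueberry, 743 RPM in ginger and 26.0 RPM in tomato, so for the families blueberry was not among the lowest. With 1 library per plant, differences between plants cannot be set against a replicate spread.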

In our present study, MIR-156e expression levels differed among the 11 EPDELN samples. The regulation of plant anthocyanins by miRNAs is probably at least partially responsible for the widespread variation in plant coloration.

Recent studies have shown that plant-derived ELNs can retain their stability and be absorbed through the GI tract (Ju et al., 2013; Mu et al., 2014; Raimondo et al., 2015; Wang et al., 2014). Additionally, functional studies have suggested that plant-derived ELNs play a role in interspecies intercellular communication and function against inflammatory diseases (Ju et al., 2013) and cancers (Raimondo et al., 2015). 

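The plant miRNAs MIR-159, MIR-166i, MIR-168a and MIR-168c, studied in animals or in animal cells, differed widely in level here. The MIR-159 family held 44.0% of the miRNA level in Hami melon and 0.102% in tomato. MIR-168c, from a family that acts on the argonaute gene of plants, was present as mtr-MIR-168c-5p in 9 libraries and as bra-MIR-168c-5p in coconut, tomato and, with 6 reads, kiwifruit. None of the 418 names was MIR-2911. mtr-MIR-168c-5p had 1156 RPM in ginger, 698 RPM in kiwifruit, 562 RPM in soybean and 118 RPM in pea, its lowest value. bra-MIR-168c-5p (TCGCTTGGTGCAGGTCGGGAC) had 347 RPM in tomato, and in coconut 242 reads and rank 5, and the 3p arm, mtr-MIR-168c-3p, was highest in tomato with 317 RPM. The rice form, osa-MIR-168a-5p (TCGCTTGGTGCAGATCGGGAC), was listed in ginger with 63.3 RPM (15 reads), blueberry with 15.8 RPM, coconut with 8.41 RPM and tomato with 2.20 RPM. cme-MIR-166i was listed in 8 libraries, from 1.54 RPM in tomato to 58.9 RPM (31 reads) in soybean, far under MIR-166h. Reads assigned to miRNAs made up 53.3% of the reads behind RPM in soybean, 20.9% in grapefruit, 13.2% in pea, 2.88% in tomato and 0.294% in coconut.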

Our results indicate that miRNAs are abundant in EPDELNs, while some of them have been reported to be involved in cross-species regulation. For example, *Moringa oleifera*-derived MIR-166i functions in the regulation of inflammation (Stefano et al., 2016), while honeysuckle-derived MIR-2911 inhibits influenza A viruses (Zhen et al., 2015). Moreover, rice-derived MIR-168a specifically targets and regulates *LDLRAP1* expression in mouse livers (Zhang et al., 2012a). In this study, our GO and KEGG analyses of putative target genes of highly expressed plant miRNAs revealed enriched pathways associated with immunity and cancer. Chin et al. (2016) recently reported that long-term oral intake of plant MIR-159 can suppress breast tumor growth by targeting *TCF7* which encodes a Wnt signaling transcription factor, leading to a decrease in MYC protein levels. Takagi et al. (2011) found that the target gene (*TSC22D3)* of plant MIR-168c in non-tumorous tissue of remnant liver was significantly associated with early recurrence of hepatocellular carcinoma (HCC) after surgical resection. Moreover, our dual-luciferase reporter system analysis demonstrated that plant MIR-168c in ELNs binds *in vitro* to the potential target gene *TSC22D3*, suggesting that MIR-168c has the potential to be used after surgical resection of HCC. Taken together, our results and those of previous studies imply that miRNAs in ELNs are crucial factors underlying ELN regulatory functions.

Several research groups recently demonstrated that artificially synthesized nanoparticles can be used to target low doses of drugs (e.g., small interfering RNAs, proteins, and peptides) to specific cell types and tissues (Wilson et al., 2010; Xiao et al., 2015a; Xiao et al., 2014; Xiao et al., 2015b). From a therapeutic perspective, plant-derived edible nanoparticles are safe and more amenable to mass production than synthetic nanoparticles (Zhang et al., 2016). They may therefore be used as efficient nanofactors for the fabrication of specific drugs deliverable as medical nanoparticles, which is a potentially novel approach to nanomedicine (Ju et al., 2013). However, a detailed elucidation of the molecular mechanism underlying the uptake and action of plant-derived miRNAs in EPDELNs is still urgently needed.

## Conclusions

In this study, we analyzed the miRNA profiles of EPDELNs of 11 different fruits and vegetables. Although plant-derived ELNs contain many miRNAs, the types and levels of miRNAs differ markedly among species. 

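The libraries most alike were those of pea and soybean. Pea and soybean, both legumes, shared 69 miRNAs, and MIR-159a and aly-MIR-166h-3p led both. Grapefruit and orange, both citrus, shared 52 miRNAs, csi-MIR-482a-3p and csi-MIR-3952 among them, but fragment-like names led grapefruit and gma-MIR-166h-3p led orange. Hami melon resembled soybean in the share held by MIR-159a (44.0% and 42.0%), though not in its RPM or in the listed miRNAs. Bray-Curtis similarity of the shares (1 for equal libraries, 0 for none in common) was 0.656 for pea and soybean, the highest of the 55 pairs, 0.582 for Hami melon and soybean, and 0.163 for grapefruit and orange, rank 39. The median over pairs was 0.201 and the lowest value 0.0523, for grapefruit and pea. The 2 pairs of the same plant family had a mean of 0.409, against 0.214 for the other 53 pairs (two-sided permutation of the plant labels, p = 0.0401, adjusted over 2 measures 0.0401). Jaccard overlap of the listed miRNAs was 0.500 for pea and soybean and 0.419 for grapefruit and orange, the 2 highest of the pairs, and 0.150 for Hami melon and soybean, rank 51. Its mean was 0.460 for the same-family pairs and 0.200 for the others (same permutation, p = 0.00102, adjusted 0.00204), close to the smallest p that the 990 placements of 2 such pairs allow. By Bray-Curtis similarity the first result rests on pea and soybean, whereas without the fragment-like names grapefruit and orange had 0.545, rank 3, and the means were 0.611 and 0.199 (same permutation, p = 0.00102). With the shares summed by miRNA family the means were 0.432 and 0.282 (same permutation, p = 0.0883), with grapefruit and orange at rank 46. Each same-family pair also shared an extraction method, which the permutation of plant labels ignores. Within methods, a comparison chosen after seeing the values, pea and soybean had rank 1 by Bray-Curtis similarity and grapefruit and orange rank 7 (exact permutation p = 0.15). By Jaccard overlap both had rank 1.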

We identified 418 miRNAs with varying EPDELN distributions. FMs were represented by fewer miRNA species than RMs but had a significantly higher cumulative expression level. Highly expressed miRNAs in EPDELNs can potentially regulate the expression of inflammatory cytokines and cancer-related genes *in vitro*.

##  Supplemental Information

10.7717/peerj.5186/supp-1 Figure S1 EPDELNs morphological ultrastructure and size distribution The morphological ultrastructure was visualized by AFM, and the size distribution of EPDELNs was analyzed by DLS in blueberry (A); ginger (B); grapefruit (C); kiwifruit (D); orange (E); pea (F); pear (G); soybean (H). Photographs by Juan Xiao.

10.7717/peerj.5186/supp-2 Figure S2 Identification of miRNAs in ELNs of edible plants RNA extracted from EPDELNs was detected using Agilent 2100 Bioanalyzer. Blueberry (A); coconut (B); ginger (C); grapefruit (D); Hami melon(E); kiwifruit (F); orange (G); pea (H); pear (I); soybean (J); Tomato (K).

10.7717/peerj.5186/supp-3 Figure S3 EPDELNs-related miRNA expression Profiles Normalized expression values and proportions (relative to all miRNAs of each EPDELN) of the top 20 miRNAs in EPDELNs of blueberry(A); ginger (B); grapefruit (C); Hami melon (D); kiwifruit (E); pea (F); pear (G); soybean (H). An asterisk denotes that a miRNA with identical nomenclature is annotated in different species.

10.7717/peerj.5186/supp-4 Figure S4 Characteristics of EPDELN-related miRNAs Expression distribution of miRNAs in blueberry (A); ginger (B); grapefruit (C); Hami melon (D); kiwifruit (E); pea (F); pear (G); soybean (H). The ordinate and abscissa correspond to the ranking of miRNA expression levels and the number of co-expressed species, respectively. The terms “frequent miRNAs” (FMs), “moderately present miRNAs” (MPMs), and “rare miRNAs” (RMs) are used to describe miRNAs present almost simultaneously in 8–11, 4–7, or 1–3 EPDELN samples, respectively. The solid line is used to demarcate the top 20 expressed miRNAs of each EPDELN sample. (I) Diagram of the putative MIR-8155 binding sites in IL8, and luciferase reporter plasmid containing the wild-type (WT) or mutant (MUT) MIR-8155 putative target site. Paired bases were indicated by a black vertical and mispairing was indicated by two dots. (J) Luciferase activities in Hela cells co-transfected with MIR-8155 or scrambled control oligos and the reporter constructs from I. (*n* = 3). Statistical significant was determined by Student’s *t*-test (* *P* < 0.05).

10.7717/peerj.5186/supp-5 Table S1 Merged normalized expression and sequenceuence of all identification miRNAs in 11 species All miRNAs are named MIR- based on the plant miRNA maturation nomenclature.

10.7717/peerj.5186/supp-6 Table S2 Go and KEGG data of high expression of top 20 miRNAs

10.7717/peerj.5186/supp-7 Table S3 List of the Homo sapiens potential target genes predicted for miR-168c or miR-8155

## Abbreviations

miRNA: microRNA
EPDELNs: Edible plant-derived exosome-like nanoparticles
FMs: Frequent miRNAs
MPMs: Moderately present miRNAs
RMs: Rare miRNAs
ELNs: Exosome-like nanoparticles
LDLRAP1: Lipoprotein receptor adapter protein 1
AFM: Atomic force microscopy
DLS: Dynamic light scattering
*IL-6*: interleukin-6
*IL-2*: interleukin-2
*IL-5*: interleukin-5
*IL-1*: interleukin-1
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
WT: Wild type
MUT: Mutant

## Additional Information and Declarations

### Data Availability

The following information was supplied regarding data availability: GEO: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE116095.

# Supplementary material for: Identification of exosome-like nanoparticle-derived microRNAs from 11 edible fruits and vegetables
**Source:** PeerJ. 2018 Jul 31;6:e5186. doi: 10.7717/peerj.5186

A Blueberry

A cluster of blueberries, showing their characteristic blue color and small size.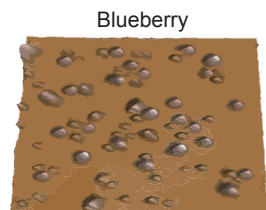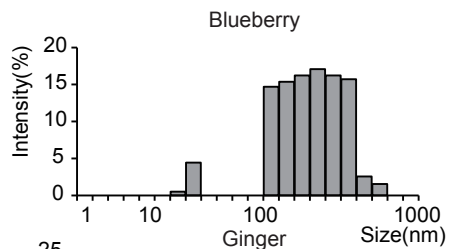

B Ginger

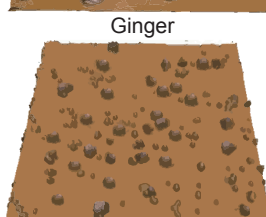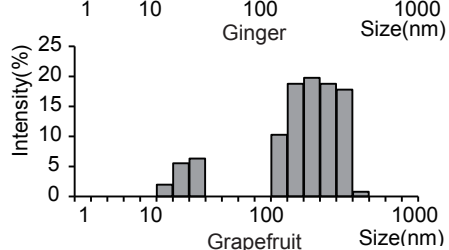

C Grapefruit

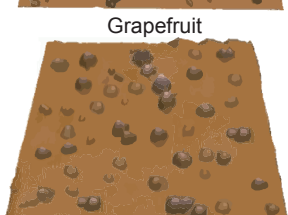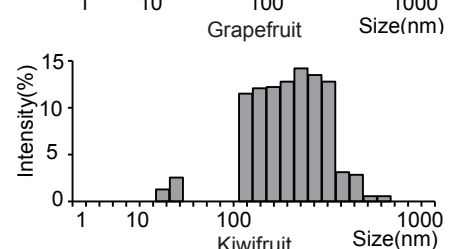

D Kiwifruit

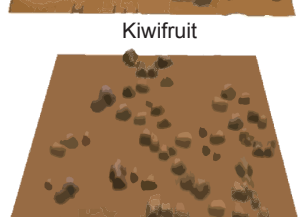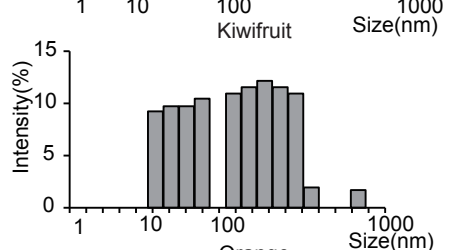

E Orange

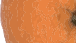

A photograph of an orange, showing the whole fruit on the left and a cross-section on the right. The whole fruit is a deep orange color with a small stem at the top. The cross-section shows the internal segments, which are a lighter orange color, and the white pith.

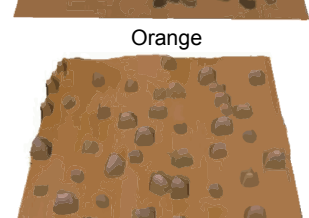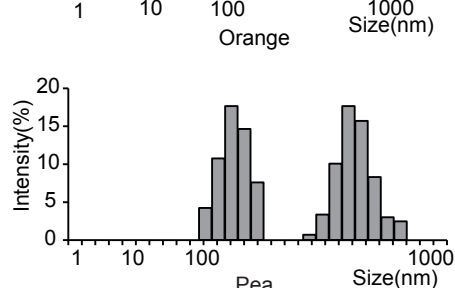

F Pea

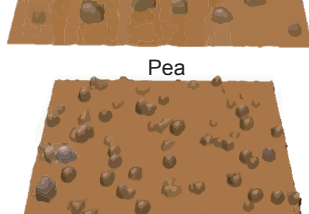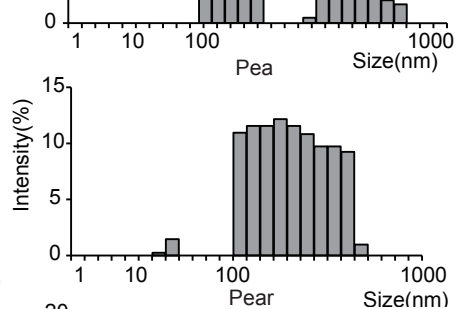

G Pear

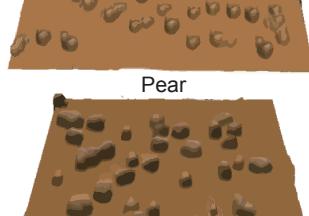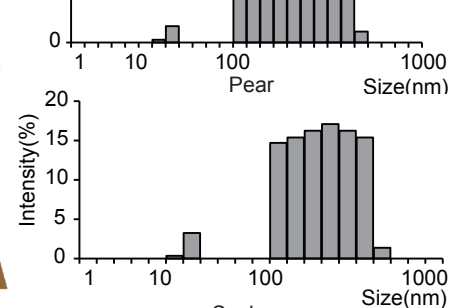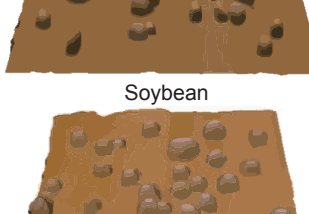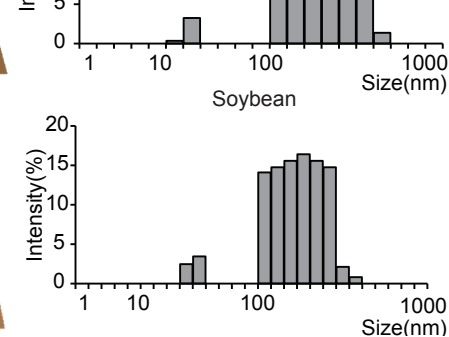

**Supplement:** Figure S1 — The morphological ultrastructure was visualized by AFM, and the size distribution of EPDELNs was analyzed by DLS in blueberry (A); ginger (B); grapefruit (C); kiwifruit (D); orange (E); pea (F); pear (G); soybean (H). Photographs by Juan Xiao.

# Supplementary material for: Identification of exosome-like nanoparticle-derived microRNAs from 11 edible fruits and vegetables
**Source:** PeerJ. 2018 Jul 31;6:e5186. doi: 10.7717/peerj.5186
**Supplement:** Table S2

Supplementary Table 2. Go and KEGG data of high expression of top 20 miRNAs

| Number | Term | Genes | *P*-Value |
| --- | --- | --- | --- |
| bta05200 | Pathways in cancer | 87 | 3.76E-09 |
| GO:0033077 | T cell differentiation in thymus | 6 | 1.49E-03 |
| cfa05164 | Influenza A | 11 | 1.61E-03 |
| bta05215 | Prostate cancer | 28 | 2.29E-03 |
| cfa05166 | HTLV-I infection | 45 | 3.02E-03 |
| bta05212 | Pancreatic cancer | 15 | 3.61E-03 |
| cfa05220 | Chronic myeloid leukemia | 18 | 3.68E-03 |
| GO:0070555 | response to interleukin-1 | 3 | 5.50E-03 |
| GO:0042102 | positive regulation of T cell proliferation | 4 | 6.24E-03 |
| cfa05231 | Choline metabolism in cancer | 23 | 7.19E-03 |
| cfa05210 | Colorectal cancer | 5 | 9.19E-03 |
| GO:0001946 | lymphangiogenesis | 3 | 1.69E-02 |
| GO:0050729 | positive regulation of inflammatory response | 5 | 1.91E-02 |
| ptr04662 | B cell receptor signaling pathway | 5 | 2.48E-02 |
| GO:0042110 | T cell activation | 4 | 2.67E-02 |
| cfa05213 | Endometrial cancer | 4 | 2.75E-02 |
| GO:0045063 | T-helper 1 cell differentiation | 2 | 3.17E-02 |
| ptr05222 | Small cell lung cancer | 6 | 3.38E-02 |
| GO:0042129 | regulation of T cell proliferation | 2 | 3.57E-02 |
| GO:0060836 | lymphatic endothelial cell differentiation | 2 | 3.85E-02 |
| GO:0032754 | positive regulation of interleukin-5 production | 2 | 3.90E-02 |
| GO:0032743 | positive regulation of interleukin-2 production | 3 | 4.06E-02 |
| cfa04750 | Inflammatory mediator regulation of TRP channels | 6 | 4.27E-02 |
| GO:0061470 | T follicular helper cell differentiation | 2 | 4.48E-02 |
| GO:1900015 | regulation of cytokine production involved in inflammatory response | 2 | 4.56E-02 |
| GO:0010934 | macrophage cytokine production | 2 | 4.56E-02 |
| GO:0042113 | B cell activation | 2 | 4.59E-02 |
| GO:0050852 | T cell receptor signaling pathway | 4 | 4.62E-02 |
| GO:0002726 | positive regulation of T cell cytokine production | 2 | 4.68E-02 |
| GO:0032758 | interleukin-6 production | 2 | 4.74E-02 |
| cfa05216 | Thyroid cancer | 2 | 4.89E-02 |

# Supplementary material for: Identification of exosome-like nanoparticle-derived microRNAs from 11 edible fruits and vegetables
**Source:** PeerJ. 2018 Jul 31;6:e5186. doi: 10.7717/peerj.5186
**Supplement:** Table S3

Supplementary Table 3 List of the Homo sapiens potential target genes predicted for miR-168c or miR-8155

| miRNA name | sequence | Target NCBI Accession | Target gene name | Target Region | mfe (kcal/mol) |
| --- | --- | --- | --- | --- | --- |
| MIR-168c | UCGCUUGGUGCAGGUCGGGAA | XM_005262103.3 | *TSC22D3* | CDS | -39.1 |
| MIR-8155 | ACCUGGCUCUGAUACCAG | AK311874.1 | *IL8* | 3' UTR | -25.5 |

How the deposited data were processed for this re-analysis (not part of the article)

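Small RNA of EPDELNs from 11 plants was sequenced, 1 library per plant, and the paper maps each library to its plant by name. The authors filtered the reads, assigned them with MIRPIPE to plant mature miRNAs of miRBase at up to 2 mismatches and gave levels in RPM. The deposited values were used as RPM, as the authors made them, and no further normalization was applied. They came as 1 merged table of 418 miRNAs and as 11 files of single libraries, and all 950 values above 0 and their sequences were the same in both (largest relative difference allowed 1e-08).

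In each library every RPM value was a whole multiple of 1 step within 0.01 of a read, from which the read counts and the read total behind RPM were recovered. The high quality reads of Table 1 were used only as an alternative depth. A miRNA counted as listed in a library at any value above 0. FMs, MPMs and RMs were miRNAs of 8 to 11, 4 to 7 and 1 to 3 libraries, as in the paper. Shares were taken of the summed level of a library. Families are names with the same number. Lengths are those of the most abundant sequence listed for each miRNA and library. Mismatches were counted by sliding that sequence along its listed reference without gaps, with overhang counted apart.

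Intervals at the 95% level were Wilson for shares and exact Poisson for RPM, and cover counting error only. With no replicates, no test was made of a single miRNA between plants. Shares of the classes were compared over the 11 libraries by a two-sided permutation test that flips signs. Squeezed and ground libraries, 5 each, were compared by two-sided exact permutation tests for 4 measures. The FM share was 66.0% ± 24.4 (SD, n = 5 squeezed) and 77.0% ± 13.9 (n = 5 ground, exact permutation p = 0.405). The number of miRNAs was 95 ± 20.6 and 87.4 ± 37.7 (exact permutation p = 0.738, n = 5 each). The fragment-like share was 22.4% ± 36.6 and 26.2% ± 26.1 (exact permutation p = 0.794, n = 5 each). The share under 18 nt was 13.8% ± 17.6 and 18.1% ± 15.7 (exact permutation p = 0.611, n = 5 each). Adjusted over the 4 measures each p was 0.794, and the smallest p this design allows is 0.00794. The plants differ between these groups, so method and plant cannot be separated. Coconut was left out of this comparison. Relations with depth and between libraries used 100000 permutations. Benjamini-Hochberg adjustment was within each family of tests. Thinning used 100 random draws per library, to the read total of ginger or to 4541 miRNA reads.

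The miRNAs named are every miRNA the paper names in its text, Tables 2 and 3 and Fig. 4A, the 3 highest of each library, those in all 11 libraries, and the 2 to 4 highest members of each of 13 target groups. The values of Table S1 had been seen when this rule, the 13 lists and the comparison of sequences ending in CCA were written, so none of these is independent of the libraries. Other members and libraries singled out were chosen after their values were seen.

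The comparisons, the measures and most alternatives were written before the deposited values were opened, but after Table S1, which holds the same values, had been read and its class shares, top 20 shares and numbers of miRNAs computed, so they are not independent of the values. The alternatives were other detection limits (10 reads, or 29.5 RPM), a common depth, families, sequences of 18 nt or more, at most 2 mismatches, other class limits, classes set from the other 10 libraries, no fragment-like names, other scales and leaving out each library. The recovery of reads, the mismatch count and the sign-flip test were tested on simulated data, where the step was recovered in 200 of 200 trials and the test gave p under 0.05 in 16 of 200 trials without a difference. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Matches to a reference genome were planned and not run, since no genome was used here. Target prediction, enrichment and the particle measurements were not analysed here.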

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

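The tests of extraction, of low depth and of sequence ends as explanations of the fragment-like share, and those at equal miRNA reads, were chosen only after the result was seen. The other tests were set before their outcomes were known, though after Table S1 had been read.

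Grapefruit stood far from the other 4 squeezed libraries in 2 measures. Fragment-like names held 87.6% of its summed level, and the next highest squeezed library was pear with 10.2%, a gap of 0.927 of the whole range against a 95% limit of 0.71 (Dixon). Sequences under 18 nt held 44.2% in grapefruit and 12.6% in pear, a gap of 0.723 of the range. The 12 groups of 5 libraries tested by this rule gave 2 above the limit, and for normally distributed values chance gives about 1 in 20. Whether these shares are so distributed was not checked. The list of fragment-like names was written after these values had been seen, so the limit is no independent test of their share. Both measures of grapefruit rest largely on the same names, so the 2 are not separate observations.

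Sequences ending in CCA, the 3′ end of mature tRNA, are a signal that the paper does not report on. They held 48.3% of the summed level in grapefruit, 33.0% in coconut, 30.2% in tomato, 20.3% in ginger, 14.1% in Hami melon, 4.04% in kiwifruit, 1.93% in blueberry, 0.752% in orange, 0.428% in pea, 0.360% in soybean and 0.249% in pear. Of the 950 library and miRNA pairs 79 (8.32%) ended in CCA, 36 of 243 (14.8%) among FMs, 24 of 196 (12.2%) among MPMs and 19 of 511 (3.72%) among RMs. Of the 88 fragment-like pairs 40 (45.5%) ended so, against 39 of 862 (4.52%) of the others.

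Fragment-like names held most of the miRNA level in grapefruit and tomato. Low depth stays open as a cause. Spearman rho of the share with depth was -0.218 (permutation p = 0.522, n = 11), too few libraries to exclude a relation. Tomato lay above the median depth and grapefruit below it. Within the 5 squeezed libraries rho was -0.8, and within the 5 ground libraries 0.4. Extraction stays open. Squeezed minus ground was -3.83 percentage points of fragment-like share with all 10 libraries, -20.2 without grapefruit and 6.32 without tomato, so 5 libraries each, all of different plants, do not decide it. That pieces of tRNA ends carry miRNA names stays open as well. Where the listed sequence was shorter than its reference, the 6 fragment-like names whose reference ends in CCA kept the 3′ end in 32 of 44 cases (72.7%) and the 5′ end in 0. The other 152 names kept the 3′ end in 52 of 250 cases (20.8%) and the 5′ end in 145 (Fisher's exact p = 3.74e-11). The fragment-like names were chosen for their likeness to tRNA after the sequences had been seen, so this comparison does not support the explanation. It also treats sequences of 1 name in several libraries as separate cases, which they are not fully, and covers names ending in CCA and not MIR-6300 or MIR-6478, the leading names of tomato and grapefruit, whose references end otherwise. What kind of RNA lies in the vesicles, and whether plants differ in it, stays open, since each plant has 1 library.

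FMs held a larger share than RMs, and that the classes were set from the same libraries could by itself favour this. With each class set from the other 10 libraries FMs still exceeded RMs by 46.4 percentage points (permutation p = 9.77e-04, the smallest the sign flips can give), which argues against it as the whole cause. Without the fragment-like names the difference was 40.1 points in favour of FMs (permutation p = 0.00586), higher in 9 of 11 libraries, which argues against these names as the whole cause. Both together, an alternative chosen after seeing the data, appear under the alternatives of processing. No biological explanation of the class difference was tested.

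Ginger listed the fewest miRNAs and soybean the most. The read total behind RPM as the cause of the soybean count is argued against, since at the total of ginger soybean exceeded the next library, pea, by 32.5 miRNAs. That thinning leaves the number of miRNA reads unequal. With every library at the 4541 miRNA reads of coconut, soybean exceeded the next library, pear, by only 0.15 miRNAs, within the spread of the draws, so the number of miRNA reads stays open as a cause. Within the 5 ground libraries the number of miRNAs went with miRNA reads at r = 0.846 and rho = 0.975, and within the 5 squeezed at r = 0.293 and rho = 0.4. For ginger both stay open. At its read total 1 library (coconut) fell to or below it, fewer than the 3 set in advance for the total as the cause and more than the 0 set against it. At equal miRNA reads ginger was lowest by 0.66 miRNAs, within the spread of the draws. Reads could be assigned only to known plant miRNAs of miRBase. How well these cover each plant, the tissue and the plant itself stay among the untested explanations.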

How the results depend on the processing

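The alternatives chosen only after the result was seen were gapped matches, thinning to equal miRNA reads, classes from the other 10 libraries together with no fragment-like names, and similarity over RMs and MPMs only. The other alternatives, and the list of fragment-like names, were written after Table S1 had been read. The RM class is judged here by its share of the miRNAs, a measure also chosen after the result was seen, and 1 of the values kept below is kept only by this measure.

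FMs exceeded RMs at a permutation p under 0.05 under each alternative tested, from 32.4 percentage points (sequences of 18 nt or more, p = 0.0127) to 86.5 (families), and from 50.0 to 58.4 when each library was left out. Classes from the other 10 libraries together with no fragment-like names gave 37.4 points (permutation p = 0.00684). Levels summed over libraries gave 59.6 points, with no test, and soybean held 44.1% of that sum. Of the alternative values of results that answer a comparison, 128 kept their direction and stayed on the same side of the test limit or, without a test, stayed within their spread (counts within 1.5 times), and 42 did not. A value counted as kept after a test can differ much in size. Of all 355 alternative values 177 moved past these limits, 6 reversed, 1 lost and 3 gained p under 0.05. Of the 185 alternative values of single libraries only 40 were kept.

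At 29.5 RPM or more the mean number of miRNAs per library was 41.5, and the total 196, with 12 FMs, 18 MPMs and the rest RMs. The number of RMs fell 2.13-fold at this limit, while their share of the miRNAs stayed at 84.7%. At this limit 2 miRNAs were in all 11 libraries and the lowest FM share was 29.0%, in orange. Fewer values pass this limit by construction. At the depth of ginger the mean number was 47.5. At 4541 miRNA reads each it was 32.4, and soybean held 41.7. Counted as families, the mean was 52.2, soybean held 83, the total was 189, and there were 23 MPMs and 140 RMs (74.1%). Families gave a top 20 share of 98.4% on average and 95.6% at the lowest, a FM share of 90.1% on average and 72.1% at the lowest, and 5 high families of a single library. Merging names lowers counts and widens classes by construction.

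The 10 highest miRNAs held 87.6% on average and 79.5% in the lowest library. Without fragment-like names the lowest top 20 share was 95.0% and the lowest FM share 27.3%. Sequences of 18 nt or more gave 23.2% for the latter, and 4 miRNAs in all libraries. The lowest FM share was 39.0% with classes from the other 10 libraries, and equally with FMs from 9 libraries, which is the same rule by construction, and 51.9% with FMs from 7 libraries. Without ginger or another single library, 7 to 9 miRNAs were in all remaining libraries.

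The ratio of MIR-156e between ginger and tomato was 155 on the share scale. The number of miRNAs rose with the high quality reads of Table 1 at r = 0.615 (permutation p = 0.0371, 0.0741 adjusted over 4 relations) and with miRNA reads at r = 0.667 (p = 0.0258) and rho = 0.729 (p = 0.0130, 0.0519 adjusted). Without ginger and grapefruit the first was 0.0722, so that relation rests on them, and without kiwifruit and soybean the second was 0.498 and its rho 0.586. Summed by family, the Bray-Curtis difference between same-family and other pairs was 0.150 (permutation p = 0.0883), where grapefruit and orange had rank 46, and over its other alternatives p was 0.00102. Without fragment-like names the difference was 0.412. Matches covered 78.7% of pairs at 1 mismatch, 64% at none and 94.6% with gaps at 2 edits. The cause of these shifts was not tested.

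With each library left out, squeezed minus ground ran from -6.25 to 17.5 miRNAs, from -20.2 to 6.32 points of fragment-like share and from -12.0 to 1.94 points under 18 nt. The sign of the first changed without ginger, of the second without blueberry, kiwifruit, orange or tomato, and of the third without tomato, and the cause was not tested. The values of coconut rest on 4541 miRNA reads, and 1 read is 4.22 RPM in ginger and 2.89 RPM in pea. The planned match to a genome was not run.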

Differences from the paper's values

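The gapped matches were chosen after the result was seen, and the list of fragment-like names was written after Table S1 had been read. The totals of Table 1, the 418 miRNAs, the class sizes, the range of the top 20 share and the lowest FM share match the values the paper states.

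Values of Fig. 2B were read for blueberry, coconut, ginger, grapefruit, kiwifruit and tomato only, and the other plants were not compared. The lengths differed by more than 1.5 times in 2 of these libraries. Smaller gaps were not counted, such as ginger at 21 nt with 52.5%, where the paper's value is about 46% in Fig. 2B, read by eye. At 22 nt grapefruit had 1.53% of the summed level, and the paper's value is about 46% in Fig. 2B, read by eye. The largest share in grapefruit was here at 21 nt, and to 2 digits it equals the value read for that plant at 22 nt, while the paper's value at 21 nt is about 39% in Fig. 2B, read by eye. In tomato 18 nt had 37.1% and the paper's value is about 8.3% in Fig. 2B, read by eye. Tomato had 9.47% at 21 nt, where the paper's value is about 30% in Fig. 2B, read by eye, and 0.392% at 22 nt, where the paper's value is about 36% in Fig. 2B, read by eye. Of the alternatives set before the deposited values were opened, though after Table S1 had been read, counting each miRNA once closed the gap in tomato at 18 nt (8.47%) and 21 nt (28.0%), but not in tomato at 22 nt (8.47%) or in grapefruit (15.4%). Leaving out the fragment-like names closed it in tomato at 21 nt (28.5%), and not in tomato at 18 nt (4.50%) or 22 nt (1.18%) or in grapefruit (12.4%). Fig. 2B is drawn from filtered reads, whereas the lengths here are those of the most abundant sequence of each miRNA, so the measures are not quite alike.

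The paper lists fewer miRNAs that are in 1 library only and in its top 20 than the 20 found here. The 19 of Table 3 were all found with the same rank and level, and osa-MIR-530-5p in kiwifruit, at rank 20, was the other. The paper states a limit on mismatches in the assignment. Without gaps 85 of the 950 pairs lay over 2 mismatches, 23 of them in tomato, and 44 of these 85 were within 2 edits when gaps were allowed, a setting chosen after seeing the values. In all 51 pairs were over 2 edits.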

Other observations

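Similarity over RMs and MPMs only and the comparison among pairs of 1 extraction method were the tests chosen only after the result was seen, and the list of fragment-like names was written after Table S1 had been read.

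Libraries of the same plant family may resemble each other. The 2 same-family pairs were more alike than the others in the shares of their miRNAs (permutation p = 0.0401), in a test that could have come out otherwise. The value for grapefruit and orange lay below the median of the pairs, so pea and soybean carry this result. Without the fragment-like names both pairs were among the 3 highest, with 0.677 for pea and soybean and 0.545 for grapefruit and orange (means 0.611 and 0.199, permutation p = 0.00102). Summed by miRNA family the means were 0.432 and 0.282 (permutation p = 0.0883) and grapefruit and orange had rank 46, so the call is lost at that level. Over RMs and MPMs only the means were 0.422 and 0.0468 (permutation p = 0.00102). With 2 such pairs, each prepared by 1 method (pea and soybean ground, grapefruit and orange squeezed), extraction was weighed against plant family. Among pairs of 1 method the overlap of listed miRNAs was 0.500 for pea and soybean against 0.111–0.184 for the other ground pairs, and 0.419 for grapefruit and orange against 0.205–0.320 for the other squeezed pairs (Jaccard, exact permutation p = 0.01 over the 100 placements of 1 pair in each method). Both pairs were already the 2 highest of all pairs, and this comparison was chosen after that was seen. Its p was therefore fixed in advance and cannot decide between extraction and plant family. The values show only that a shared method did not by itself give the other pairs as high an overlap. In the shares grapefruit and orange lay within the range of the other squeezed pairs (0.0907–0.419, exact permutation p = 0.15), so for these too extraction stays open. Other causes that go with plant family, such as the part of the plant used, were not tested.

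Reads assigned to miRNAs were 13.2% or less of the scaling total in all libraries except grapefruit and soybean.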
